A study of Mus musculus with 14 samples. Its data were reported in "Dynamic Gene Regulatory Networks Drive Hematopoietic Specification and Differentiation" (2016).

How the data were processed

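Transcription factor binding was measured by ChIP-seq in cells sorted at 5 stages of the differentiation of mouse embryonic stem cells into blood, and 14 peak lists were analysed, 2 from MES, 2 from HB, 1 from HE, 6 from HP and 3 from MAC. Groups came from the labels of each sample, which name the stage and the factor. Each factor and stage had 1 list, so no spread between replicates could be had, p-values compare lists and not stages, and intervals (Wilson, 95%) cover counting error only.

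The deposited values are the start and end of each peak, with no score, height or p-value, and the authors' peak intervals were used as they stand. Per the paper's methods, the authors trimmed reads with CutAdapt, aligned them to mm10 (GRCm38) with Bowtie, kept uniquely placed reads and removed duplicates with Picard. Peaks were called with MACS against the input of the same stage, with a p-value limit chosen for each library after looking at known genes, then refined with polyPeak and set to a fixed width around the summit. Among the C/EBPβ lists this limit was strictest in HE and loosest in MAC. Peaks were called per factor and stage, and for some libraries repeat sequencing runs were merged first. The versions of these tools are not given in the sources used here. Because the limit was chosen per library, the length of a list depends on that choice as well as on binding and depth, and lists of different lengths were not read as more or less binding. Keeping unique reads removes binding in near-identical repeats. The HE immunoprecipitation used carrier material for few cells, and no other stage did, so this step cannot be separated from the stage. Read depth per library is not in the files and was not used.

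All 158488 peaks were 400 bp wide, lay within the chromosomes of the GRCm38 reference and held no duplicates. Peaks were compared as windows of 400 bp around their midpoints, with an overlap of at least 1 bp, and all windows were merged into 117293 regions. Overlap of a pair of lists was tested with Fisher's exact test, 2-sided, over merged regions present in at least 1 list other than the pair, since a universe made of both lists forces a negative value, and 0.5 was added to each cell for the log2 odds ratio. Counts of overlapping peaks were checked against bedtools 2.31.1 and were the same in 91 of 91 pairs. P-values below 1e-300 were written as 1e-300, so adjusted values near 1e-299 are upper limits. Promoter peaks had a midpoint within 2 kb of 1 of 26032 start sites of 21000 protein-coding RefSeq genes, and each peak was given to the gene with the nearest start site. Peaks that overlapped any of 403 annotated tRNA genes were counted. Sites shared or unshared between lists were compared in promoter share, motif share and overlap with a partner list by Fisher's exact test (24 tests). The partner lists, the C/EBPβ comparison of HP with MAC, the 15 pairs carried through the alternatives out of all 91, and the tests of differences between factors were chosen after seeing the data. Factors per HP region were compared with 1000 random draws.

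For 23 gene lists, the number of members with a peak was compared with 10000 random lists matched in 10 classes on the length of genome nearest to the gene (permutation test, 2-sided). The smallest p that this test can give is 0.0002. Some listed symbols stand in the annotation under a synonym, which was used. For 19 consensus motifs, the share of windows with a match on either strand was compared with windows 2 kb to each side that touched no peak. All p-values were adjusted by the Benjamini-Hochberg method within each family (13 placement tests, 91 pairs, 24 tests of shared sites, 2 tests of C/EBPβ at HP PU.1 sites, 322 gene list tests, 266 motif tests), with 0.05 as the threshold. The comparisons, the gene lists, the motifs, the regulatory elements, the rule for naming genes and the alternatives were fixed before the data were examined, except where stated. The rule named the 16 genes of the study's network, per list the 5 genes with most peaks, per gene list and comparison up to 4 members with a peak in most lists, the regulatory elements, and for a pair of lists up to 5 genes with most peaks in a single list of the pair. Members of gene lists that passed were also named.

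Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1 indexed the genome. The tests were tested on simulated data, 200 simulations each. For the overlap of GATA1 and GATA2 in HP (117074 regions), unrelated lists were called in 4% of simulations and lists with a planted overlap of 10% in 100%. The unrelated lists were drawn evenly from all regions. The 4% thus does not cover real lists that share a preference for promoters or other regions. For a gene list with GFI1B in HP (21000 genes), the shares were 2% without and 100% with 40% of members planted, and for motifs in GATA1 in HP (422 flanking windows) 3.5% without and 54% with 10% planted. A planted motif of that size in a short list could thus be missed.

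Alternatives covered the overlap required (200 bp), the window (1000 bp, and 200 bp for motifs), the universe of regions, 1000 circular shifts, regions in at least 2 lists, promoter regions and distal regions apart, leaving out regions in at least 6 lists, 100 draws of the longer list to the length of the shorter, a promoter of 1 kb, start sites of every annotated gene, peaks within 100 kb or 2 kb, unmatched random lists, a binomial test of peaks, 600000 random windows matched in 20 classes of GC content, and the reversed consensus. Leaving out tRNA gene peaks, using the first of 2 equal parts of each list, leaving out the HE C/EBPβ and HB GATA2 lists, and every alternative for the differences between factors were chosen after seeing the data. Peaks of other assays and factors of the study were not analysed here.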

Results

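Mouse embryonic stem cells that carry a fluorescent reporter at the mesoderm gene Brachyury were differentiated toward blood, and transcription factor binding was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in sorted populations. The 5 stages were mesoderm (MES, Brachyury positive and Flk1 negative), the hemangioblast (HB, positive for both), hemogenic endothelium (HE, the Tie2 and cKit positive cells from which blood cells bud), CD41 positive hematopoietic progenitors (HP) and CD11b positive macrophages (MAC). The 14 peak lists covered 7 factors. C/EBPβ was mapped in all 5 stages, GATA2 in HB and HP, RUNX1 and PU.1 in HP and MAC, ELK4 in MES, and GATA1 and GFI1B in HP. Each factor and stage had 1 list without replicates, so every p-value below compares lists and not stages, and every interval covers counting error only. The lists held 158488 peaks of 400 bp, from 72 for RUNX1 in MAC to 82866 for PU.1 in MAC, and these merged into 117293 regions on mm10 (GRCm38). The files hold no read depth and no peak score. Of the merged regions, 84464 lay in a single list, 32829 (28.0%) in at least 2 and 97 in at least 6.

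Where each factor sat relative to promoters separated the lists. ELK4 in MES and RUNX1 in HP were promoter factors in these data, with 64.9% and 60.9% of their peaks within 2 kb of a protein-coding transcription start site (Wilson 95% intervals 60.7 to 68.9% and 57.8 to 63.9%). GFI1B in HP followed with 42.3% (40.1 to 44.4%), whereas PU.1 in HP and MAC, the ETS factor that directs myeloid fate, lay mostly away from promoters (18.2% and 18.0%). GATA1 and GATA2 in HP had 23.6% and 27.2% of their peaks at promoters, and GATA2 in HB had 4 of 97 (4.12%, 1.62 to 10.1%). C/EBPβ peaks lay at promoters in 27.5% of cases in MES, 29.0% in HB, 22.7% in HE, 28.8% in HP and 16.4% in MAC. The question of whether a factor kept its placement between stages was asked of 13 pairs of lists of the same factor with Fisher's exact test. The C/EBPβ promoter share was lower in MAC than in MES, HB and HP (log2 odds ratio −0.96, −1.06 and −1.05, Fisher adjusted p = 1.12e-20, 2.67e-16 and 9.36e-55), and the RUNX1 share fell from 60.9% in HP to 26.4% in MAC (log2 odds ratio −2.09, adjusted p = 5.41e-08). The GATA2 share was higher in HP than in HB (log2 odds ratio 2.96, Fisher adjusted p = 1.10e-07), while the PU.1 shares in HP and MAC did not pass the test (−0.02, adjusted p = 0.647). No pair among the C/EBPβ lists of MES, HB, HE and HP passed it, nor did MAC against HE (−0.61, Fisher adjusted p = 0.127). The authors' limits for calling peaks differed between the lists of each pair that passed, so these differences need not reflect binding. With the start sites of every annotated gene, MAC against HE passed (−0.88, Fisher adjusted p = 0.00230), as did HP against MES (0.26, adjusted p = 0.0273), and in the earlier entries of each list (the first of 2 equal parts in file order, an alternative chosen after seeing the data) the HP share was below that of MES and HB (−0.48 and −0.54, adjusted p = 0.00333 and 0.00556). The start sites of every annotated gene raised all 14 shares, by the largest factors for GATA2 in HB (17.5%), C/EBPβ in HE and MAC (40.2% and 26.8%), PU.1 in HP and MAC (29.3% and 28.9%) and RUNX1 in MAC (43.1%, with 41.7% in the earlier entries).

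**Figure D1:**
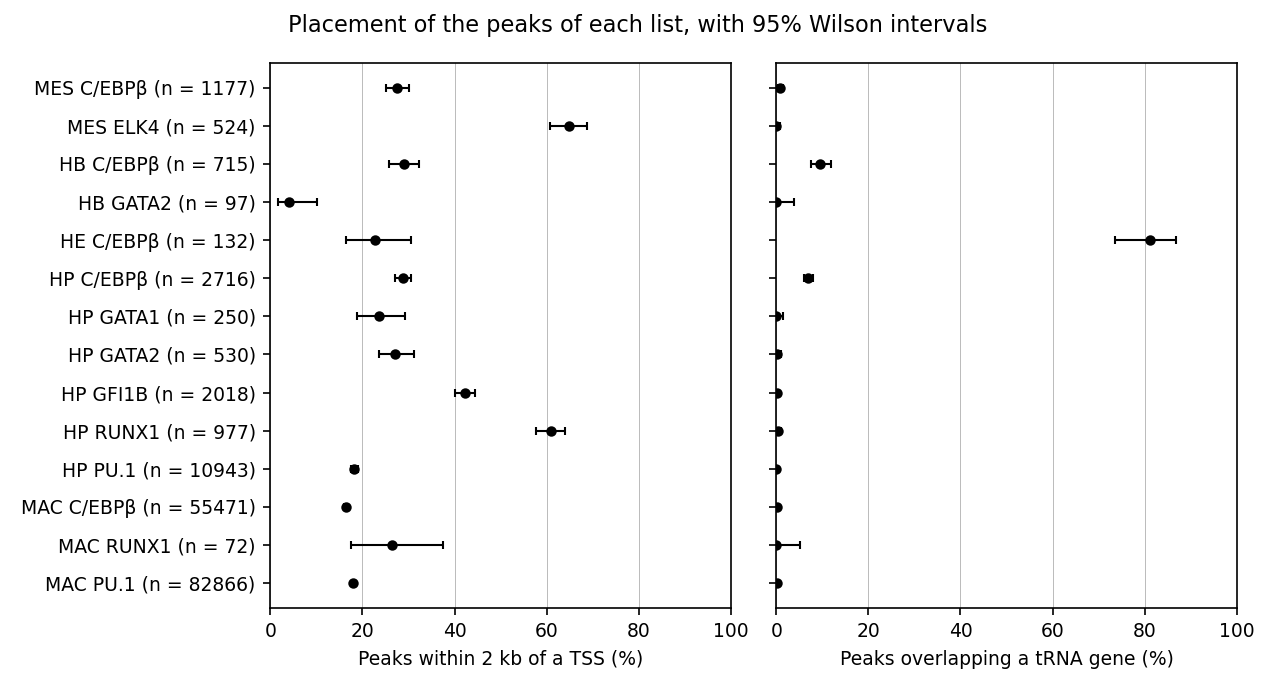
Percentage of peaks within 2 kb of a protein-coding transcription start site (left) and overlapping a tRNA gene (right) in each of the 14 lists, with Wilson 95% intervals as error bars and n the number of peaks. ELK4 in MES (64.9%) and RUNX1 in HP (60.9%) stand highest on the left and GATA2 in HB (4.12%) lowest, and C/EBPβ in HE (81.1%) stands highest on the right.

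C/EBPβ, a leucine zipper factor known for myeloid and stress responses, was mapped at every stage, which allowed its binding to be followed from mesoderm to macrophages. Tal1, which encodes a master regulator of blood formation, carried a C/EBPβ peak at all 5 stages, as did the proteasome gene Psmb3 and the respiratory chain gene Ndufs7. Runx1, required as endothelium turns into blood, and Gfi1, which acts together with Gfi1b in that step, carried one at 4 of 5. So did the endoplasmic reticulum and amino acid stress genes Ddit3, Trib3, Herpud1 and Slc7a5, the growth regulators Myc and Ier2, the endothelial genes Flt1 and Efnb2, the organiser gene Gsc, the macrophage genes Maf and Lgmn, the prostaglandin synthase gene Ptgs2 and the cytoskeletal regulator Rhoa. The MES and HB peaks at Gfi1 lay in a region that 11 of the 14 lists held, C/EBPβ in MAC not among them. The HE peak at Tal1 lay in an intron region that 9 lists held. Recovery of these regions with any antibody was not separated from C/EBPβ binding. By number of peaks, Fgfr2 (4), Zfp217, Grm8, Foxo3 and Myc (3 each) led in MES, and Btn1a1, Abt1, Klf3, S1pr1 and Zfp184 (3 each) in HB. In MAC the leading genes were Lpp (70), Runx1 (55), Trib1 (55), Myc (53) and the insulin receptor substrate gene Irs2 (52). Genes with C/EBPβ peaks in MES and none in HB included Fgfr2 (4), Dlg2, Hprt, Npvf and Sipa1l2 (3 each), and the converse held for Btn1a1, Olfr1423, Trim27, Zfp184 (3 each) and Axin2 (2). Genes with many C/EBPβ peaks in MAC and none in HP included Id2 (43), Eea1 (38), Elmo1 (38), Jarid2 (37) and Zfp36l2 (36).

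Of the 91 pairs of lists, 77 overlapped above chance and 4 below it (Fisher's exact test). The 4 below were C/EBPβ in MES and HB with PU.1 in HP (log2 odds ratio −0.87 and −0.78) and in MAC (−0.72 and −0.58), while circular shifts of the lists put all 4 above chance (log2 ratio 3.17, 3.32, 3.14 and 3.37) and no pair below. Shifting removes any preference for promoters or other regions that lists share, and nearly all pairs lay above it. With regions in at least 2 lists alone, which removes most regions that neither list of a pair holds and so lowers the odds by construction, 42 pairs lay above chance and 27 below, and with promoter regions 50 and 0. The 5 C/EBPβ lists shared many more sites than chance gave. Of the MES peaks 31.8% overlapped HB and 47.6% HP, 62.0% of the HB peaks overlapped HP, and 91.4% of the HP peaks overlapped MAC. In the earlier entries of the first list of each pair, MES overlapped HB at 51.9% and HP at 68.7%, and HB overlapped HP at 79.3%. The log2 odds ratios were 9.11 for MES with HB, 6.96 for MES with HP, 7.75 for HB with HP and 5.38 for HP with MAC, and the largest Fisher adjusted p of these was 1.82e-299, a value set by the smallest p that was written. The lists merged into 56211 C/EBPβ sites, of which 52641 lay in MAC alone, 1833 in HP and MAC, 376 in MES alone, 296 in MES, HB, HP and MAC, and 232 in MES, HP and MAC. Of 55413 MAC sites, 2772 (5.00%) were held by an earlier list, and of 3570 sites in earlier lists, 798 had no MAC peak. The HE list held 21 of the 317 sites that MES, HB, HP and MAC shared (6.62%, 4.37 to 9.91%). With 132 peaks it was too short to hold most of them, so this share does not set HE apart. As a measured fact about these libraries, 107 of the 132 HE peaks (81.1%, 73.5 to 86.8%) overlapped an annotated tRNA gene, against 0.765% in MES, 9.51% in HB, 6.89% in HP and 0.117% in MAC. The HE genes with most peaks were Trim27 and Abt1 (5 each), Cfap126, Aurkb and Zfp213 (4 each). Those in HP were Zfp184 (16), Abt1 (12), Gpx5 (9), Trim27 (7) and H4c8 (6). Counts of C/EBPβ peaks by gene, also those in HB, include peaks at tRNA genes, so such names need not point to C/EBPβ targets. Of the HE peaks 83.3% overlapped HP (log2 odds ratio 7.98, Fisher adjusted p = 4.25e-131), and 68.0% did so without the tRNA gene peaks.

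C/EBPβ peaks carried the C/EBP consensus far more often than their flanks. A match lay in 61.3% of MES peaks against 16.5% of flanking windows (log2 odds ratio 3.00, Fisher adjusted p = 2.11e-150), in 59.2% against 16.2% in HB (2.90, adjusted p = 5.08e-85), in 64.0% against 14.6% in HP (3.38) and in 41.9% against 15.2% in MAC (2.01). The composite C/EBP and ATF site, known from amino acid stress genes, lay in 6.20% of MES and 7.33% of HP peaks against 0.988% and 0.834% of flanks. In HE the share was 26.5% against 17.0% (0.82, Fisher adjusted p = 0.0820), and the difference passed the test in the peaks without tRNA genes (2.61, adjusted p = 0.000136), an alternative chosen after seeing the data, against GC-matched windows (1.46, adjusted p = 0.00657) and in the earlier entries (1.39, adjusted p = 0.00842). Among the fixed gene lists, amino acid and unfolded protein stress genes had a MES C/EBPβ peak in 8 of 24 cases, where matched random lists gave 1.46 (permutation test, adjusted p = 0.00522). The 8 were Ddit3, Trib3, Chac1, Slc7a11, Slc7a5, Herpud1, Cebpg and Edem1. In HB 4 of 24 had a peak (permutation adjusted p = 0.0877), in HE none did and no gene list passed, and in HP 14 of 24 against 2.74 expected. The respiratory chain list had 7 of 35 members with a MES peak against 1.22 expected (permutation adjusted p = 0.00379): Ndufa9, Ndufs6, Ndufs7, Sdhb, Uqcrc1, Cox4i1 and Cox6c. That call ended with peaks within 2 kb of a start site (permutation adjusted p = 0.705) and in the earlier entries (0.868), where its log2 ratio to random lists fell from 2.12 to 1.24 and 1.04. In HP the immediate early list had 14 of 28 members with a peak (3.21 expected), the other blood regulators 11 of 24 (3.55 expected, permutation adjusted p = 0.00678) and the Hippo pathway list 7 of 19 (2.27 expected, adjusted p = 0.0377), which were Tead1, Wwtr1, Lats2, Amotl2, Ankrd1, Axl and Vgll4. The call for the blood regulators ended within 2 kb of start sites (permutation adjusted p = 1), in the earlier entries (0.330) and in a binomial test of peaks (0.0609), with log2 ratios of 0.86, 1.16 and 0.88 against 1.50 with all peaks. That for the Hippo list ended with peaks within 100 kb (permutation adjusted p = 0.138) or 2 kb (0.324) of start sites and in the earlier entries (0.0704), although the log2 ratio stayed near its value with all peaks or rose (1.27, 1.53 and 1.70 against 1.44).

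**Figure D2:**
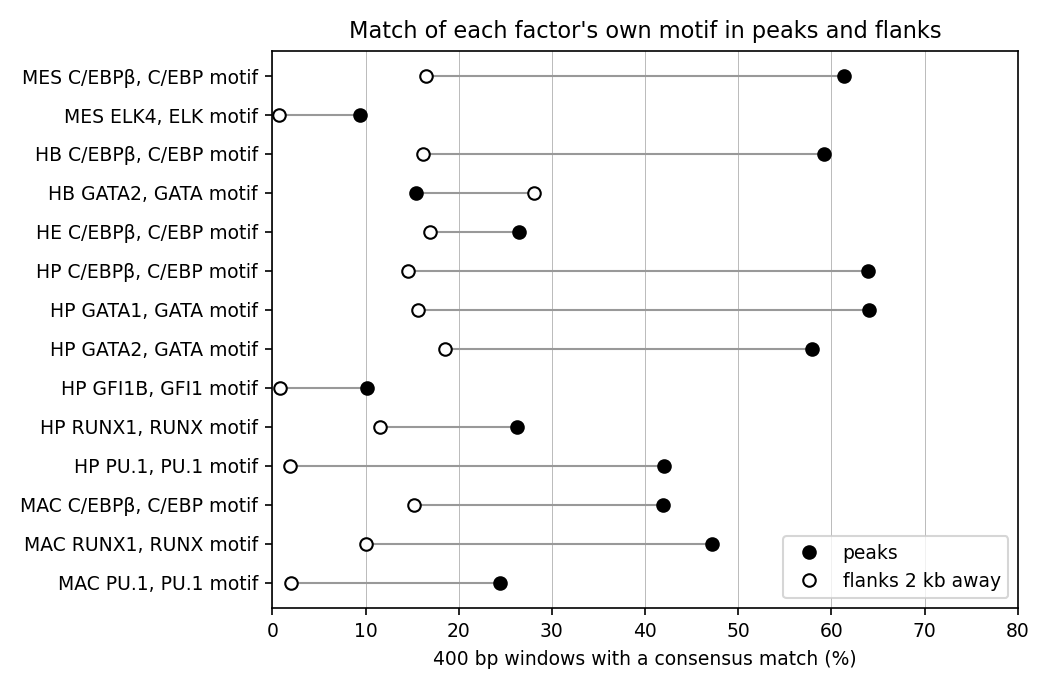
Percentage of peaks of each list, and of windows 2 kb to each side, that held the consensus of the factor named; lines join the 2 values of a list. In HB GATA2 the peaks (15.5%) lay below the flanks (28.1%), and in HE C/EBPβ the gap (26.5% against 17.0%) did not pass the test.

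ELK4, an ETS factor that binds together with serum response factor (SRF), was analysed in MES. Its peaks lay at the immediate early genes that respond within minutes to growth signals: Fos, Junb, Egr1, Egr2, Egr3, Ier2, Ier5, Nr4a1, Mcl1 and Btg2. These were 10 of 28 list members, where matched random lists gave 0.681 (permutation test, adjusted p = 0.00238, from 0.0002, the smallest p that 10000 random lists can give). Ier2 had 3 ELK4 peaks, and the p53 targets Cdkn1a and Phlda3, with Srek1 and Lrsam1, had 2 each. The ELK consensus lay in 9.35% of peaks against 0.664% of flanks (log2 odds ratio 3.85, Fisher adjusted p = 1.50e-15) and the SRF site, the CArG box, in 5.15% against 1.55% (1.76, adjusted p = 0.000555). The consensus of YY1, a zinc finger factor, lay in 18.9% against 0.221% (6.40, Fisher adjusted p = 2.87e-42), and the cyclic AMP response element in 3.44% against 0.111%.

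PU.1 in progenitors was compared with PU.1 in macrophages, to see how many progenitor sites the macrophage list held. Of the HP peaks 97.0% overlapped a MAC peak (log2 odds ratio 7.31), which gave 10621 shared sites, 316 in HP only and 72089 in MAC only. PU.1 in HP lay at 24 of 32 macrophage identity genes against 10.1 expected, among them the scavenger receptor Msr1, the lipid receptor Trem2 with its adaptor Tyrobp, the lysosomal protease Ctss and Csf1r, the receptor that macrophages need to survive. Csf1r had 4 PU.1 peaks in HP and 18 in MAC. Lysosome genes followed with 19 of 24 (6.66 expected; Hexa, Npc2, Laptm5), inflammatory genes with 18 of 25 (8.10 expected; Nlrp3, Tnfaip3, Il1b, Nfkb1) and actin and adhesion genes with 21 of 26 (8.62 expected; Rac2, Cdc42, Itgb1). Immediate early genes reached 25 of 28 (9.26 expected), blood regulators 19 of 24 (9.87 expected), endothelial genes 18 of 26 (8.39 expected, adjusted p = 0.00379), granulocyte genes 10 of 20 (4.16 expected, adjusted p = 0.0339; Csf3r, Ms4a3, Itgb2 and Cebpe) and the C/EBP family 6 of 6 (1.93 expected, permutation adjusted p = 0.0105). Among the 8 macrophage genes without a PU.1 peak in HP, Cd14, Lyz2, Fcgr3, Cybb, C1qa, C1qb, Cd36 and Clec7a, all had one in MAC. The genes with most PU.1 peaks were Pik3r1 and Tomm20 (12 each), Sgms1, Plcg2 and Zfhx3 (11 each) in HP and Runx1 (82), Lpp (79), Adgrl2 (71), Irs2 (67) and Myc (66) in MAC. Iqsec1 (38), Cd47 (37), Nav2 (29), Nars2 and the glucocorticoid receptor gene Nr3c1 (27 each) had PU.1 peaks in MAC and none in HP.

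The tests behind all gene lists were permutation tests with 10000 matched random lists, and where a list that passed is given without its value, the adjusted p was 0.00238, set by the smallest p they can give. With peaks within 2 kb of start sites alone, the HP PU.1 calls ended for macrophage (permutation adjusted p = 0.0761), lysosome (1), inflammatory (0.228), actin (0.0808), blood regulator (0.153), endothelial (1), granulocyte (0.0784) and C/EBP family genes (0.146), and the earlier entries ended those for inflammatory (0.158), granulocyte (0.0726) and C/EBP family genes (0.596). Fewer genes have a peak within 2 kb, and there the log2 ratio to random lists was no lower than with all peaks for macrophage (1.36 against 1.21), inflammatory (1.24), actin (1.43 against 1.24), blood regulator (1.35 against 0.91), granulocyte (1.54 against 1.17) and C/EBP family genes (1.74 against 1.42). It fell for lysosome (0.37 against 1.45) and endothelial genes (0.35 against 1.06). In the earlier entries it was 0.92 for inflammatory, 1.37 for granulocyte and 1.05 for C/EBP family genes. The granulocyte call also ended against unmatched random lists (0.66, permutation adjusted p = 0.359). In MAC both long lists reached most genes of the genome, 13859 for C/EBPβ and 15783 for PU.1, and all 32 macrophage and 25 inflammatory genes had a peak of each (21.6 and 17.4 expected for C/EBPβ, 24.4 and 19.4 for PU.1, permutation adjusted p = 0.00522 and 0.0267 for PU.1).

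PU.1 sites shared between HP and MAC differed from those in MAC alone in sequence more than in placement. The PU.1 consensus lay in 42.4% of MAC peaks shared with HP and in 21.8% of the others (log2 odds ratio 1.40, Fisher adjusted p = 2.40e-299, set by the smallest p that was written), and a MAC C/EBPβ peak overlapped 36.7% against 27.3% (0.63, adjusted p = 2.11e-84). Promoter shares were 18.5% and 18.0% (0.05, Fisher adjusted p = 0.289), though with windows of 1000 bp this passed (0.21, adjusted p = 3.21e-08). HP PU.1 sites that were kept carried the consensus more often than those lost in MAC (42.4% against 31.4%, 0.68, Fisher adjusted p = 0.000137) and lay more often at promoters (18.4% against 12.4%, 0.66, adjusted p = 0.00806). Both of these last calls ended in the earlier entries (−0.15 and 0.38, Fisher adjusted p = 0.482 and 0.192), and the promoter call also ended with an overlap of at least 200 bp (0.18, adjusted p = 0.441). Kept HP PU.1 sites overlapped a C/EBPβ peak of MAC in 36.7% of cases against 14.8% of lost sites (1.72, Fisher adjusted p = 9.79e-18). Of the 3941 HP PU.1 sites with C/EBPβ in MAC, 3550 (90.1%) had no C/EBPβ peak in HP and 391 (9.92%) had one, compared with 406 (3.71%) of all 10943 HP PU.1 sites. The HP C/EBPβ list, with 2716 peaks against 55471 in MAC, limits how many could be found. For C/EBPβ already present in HP the shares were 3.76% and 2.11%, which did not pass among the 24 tests of shared sites (0.76, Fisher adjusted p = 0.196) or in the family of 2 tests of C/EBPβ at HP PU.1 sites (0.139). In the earlier entries it passed in the smaller family alone (1.62, Fisher adjusted p = 0.0487).

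For C/EBPβ, 2488 sites were shared by HP and MAC, 226 lay in HP only and 52925 in MAC only. HP peaks that MAC kept held the C/EBP consensus in 66.8% of cases against 33.5% (log2 odds ratio 2.00, Fisher adjusted p = 2.07e-22), lay at promoters in 29.8% against 18.5% (0.89, adjusted p = 0.000394) and overlapped HP PU.1 in 15.9% against 4.29% (2.02, adjusted p = 4.40e-07). Without the tRNA gene peaks the promoter and PU.1 differences no longer passed (0.50 and 0.93, Fisher adjusted p = 0.173 and 0.0561). Gpx5, with 9 peaks, was the one gene named by the fixed rule among those with C/EBPβ peaks in HP and none in MAC. Many HP sites that MAC lacked held a tRNA gene. In the largest such sets these were 58 of 152 in HP alone, 28 of 29 in HE and HP, and 21 of 21 in HB, HE and HP. Which genes these sites lay nearest was not counted.

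RUNX1, the factor that drives the step from endothelium to blood, kept 37 sites between HP and MAC, with 939 in HP only and 35 in MAC only (log2 odds ratio of the overlap 7.47, Fisher adjusted p = 4.82e-61). Runx1 itself, Gfi1, Lyl1, the coagulation gene F5, Fos, Fosb, Rplp1, Psma6 and Vgll4 had peaks in both lists. A region nearest F5 that both lists held lay in an intron of the platelet gene Selp. Kept HP sites lay less often at promoters than the rest (41.7% against 61.6%, −1.16, Fisher adjusted p = 0.0337), held the RUNX consensus more often (50.0% against 25.3%, 1.56, adjusted p = 0.00328) and overlapped HP PU.1 more often (58.3% against 18.5%, 2.61, adjusted p = 7.70e-07). Gse1 (6 peaks), Adcy9, Adgrg1, Bbc3 and Btbd9 (2 each) had RUNX1 peaks in HP and none in MAC, and in HP the leading genes were Gse1 (6), Fos, Runx1 and Itsn1 (3 each) and the ferritin gene Fth1 (2). The MAC list was led by Runx1 (2), followed by Tsc22d2, Slc25a4, Ccdc77 and Cltc. Of the MAC peaks 83.3% overlapped MAC PU.1, and shared MAC sites lay at promoters in 41.7% of cases against 11.1% of the others (2.38, Fisher adjusted p = 0.0105). The promoter call for kept HP sites ended with a 200 bp overlap (−1.08, Fisher adjusted p = 0.0534), and in the earlier entries it turned (0.17, adjusted p = 1) while the PU.1 call ended (1.82, adjusted p = 0.0701).

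GATA2 was compared between the hemangioblast and progenitors. The lists shared 7 merged sites, at 6 of which peaks overlapped directly, with 90 in HB only and 523 in HP only (log2 odds ratio 7.79, Fisher adjusted p = 1.83e-13). All 6 HP GATA2 peaks that overlapped HB also overlapped HP GATA1, against 18.7% of the other 524 (Fisher's exact test, 5.81, adjusted p = 0.000135). Of the 6 HB peaks that overlapped HP GATA2, 3 overlapped HB C/EBPβ against 0 of 91 others (exact test, 7.52, adjusted p = 0.000296). These 3, nearest Gfi1, Rpp21 and Esp38, lay in regions that 11, 14 and 11 of the 14 lists held. The HB list was led by Hprt, the purine salvage gene on chromosome X, with 5 peaks where HP had none, then Erg, Pdzk1ip1 and Esp38 (2 each) and Ctss (1). Cbfa2t3 and Zfpm1 (4 each), which encode partners of the erythroid and megakaryocyte factors, Btg2, Gse1 and Sfi1 (3 each) had GATA2 peaks in HP and none in HB. The blood regulators Erg, Lyl1 and Myb had an HB GATA2 peak, 3 of 24 against 0.194 expected (permutation test, adjusted p = 0.0140), a call that ended within 2 kb of start sites (0.0628, with a log2 ratio of 1.57 against 2.34). A GATA consensus lay in 57.9% of HP GATA2 peaks against 18.6% of flanks (2.59, Fisher adjusted p = 1.87e-51) but in 15.5% of HB peaks against 28.1% of their flanks (−1.06, adjusted p = 0.0530), and with 200 bp windows this shortfall passed the test (−2.10, adjusted p = 0.0126).

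The study described combinatorial binding in progenitors, where 6 factors were mapped. GATA1, GATA2, GFI1B and RUNX1 shared sites with one another. GATA1 and GATA2 overlapped most (41.6% of GATA1 peaks, log2 odds ratio 8.76, Fisher adjusted p = 6.12e-180), then GATA1 with GFI1B (36.8%, 6.44) and with RUNX1 (27.2%, 6.36), GATA2 with GFI1B (22.8%, 5.57) and with RUNX1 (17.0%, 5.57), and GFI1B with RUNX1 (8.67%, 4.98). PU.1 had lower odds with the rest, at 1.97 with GATA2 (19.8%), 1.74 with RUNX1 (20.0%, Fisher adjusted p = 2.04e-38) and 0.93 with C/EBPβ (14.9%, adjusted p = 1.20e-27), and the last 2 of these turned to −0.55 and −1.45 when only regions in at least 2 lists were used, a choice that lowers the odds by construction. Circular shifts put both above chance. RUNX1 had 195 such peaks where 3.74 were found after shifting (log2 ratio 5.53, permutation adjusted p = 0.00209). C/EBPβ had 406 where 9.99 were (5.28, permutation adjusted p = 0.00209). Nearly all pairs of lists passed this test, among them ELK4 in MES with C/EBPβ in HE (2 peaks against 0.031). It cannot tell joint binding from a shared preference for promoters or other regions, which shifting removes. GATA1 lay at the erythroid genes Epor, the erythropoietin receptor gene, Alas2, of heme synthesis, Trim10 and Tmcc2, 4 of 28 against 0.280 expected (permutation adjusted p = 0.00379; 0.103 in the earlier entries, with a log2 ratio of 1.96 against 2.53). It also lay at the blood regulators Lyl1, Cbfa2t3, Hhex, Zfpm1 and Nfe2 (5 of 24). GATA2 lay at 6 of these 24 genes (0.736 expected), at the platelet genes Itga2b, Gp1ba, Thbs1 and F5 (4 of 23, 0.512 expected, permutation adjusted p = 0.0174) and at the endothelial genes Kdr, Flt1, Sox7 and Nrp1 (4 of 26, 0.619 expected, permutation adjusted p = 0.0333). A region with GATA2 at −16326 bp from the F5 start site lay in an intron of Selp, another gene of the platelet list. Stress genes held GATA2 at Psat1, Slc7a11, Herpud1 and Ppp1r15a (4 of 24, permutation adjusted p = 0.0304, and 0.131 within 2 kb of start sites). The stress call also ended in the earlier entries (permutation adjusted p = 1) and in the binomial test (0.127). The platelet call ended within 2 kb of start sites (permutation adjusted p = 0.131), without regions in at least 6 lists (0.104) and in the earlier entries (1). The endothelial call ended within 100 kb (permutation adjusted p = 0.143) and turned within 2 kb (log2 ratio −0.43). Within 2 kb the log2 ratios of the stress and platelet lists stayed near those with all peaks (1.94 against 2.05 and 1.91 against 2.15), as did the platelet list without the shared regions (1.85) and the endothelial list within 100 kb (1.75 against 2.01). They fell in the earlier entries to 0.90 for stress and 0.94 for platelet genes, and the binomial test gave 1.31 for stress genes. GFI1B lay at Erg, Lyl1, Myb, Cbfa2t3, Hhex, Zfpm1, Ets1, Cbfb, Zfp36l2 and Gata3 (10 of 24, 2.73 expected, permutation adjusted p = 0.00522) and at 9 of 28 immediate early genes (2.57 expected, adjusted p = 0.00805), calls that ended within 2 kb (0.0522 and 0.0773), the first also in the earlier entries (0.138). The log2 ratios did not shrink within 2 kb (1.82 against 1.70 and 1.73 against 1.63), and the first was 1.49 in the earlier entries. RUNX1 lay at Fos, Fosb, Jund, Egr3, Ier2, Dusp1, Nr4a1, Btg2 and Actg1 (9 of 28, 1.27 expected, permutation adjusted p = 0.00238; 0.0899 within 2 kb, with a log2 ratio of 1.82 against 2.42). By peak number GATA1 was led by Gse1 and Zfpm1 (4 each), Lyl1 and Cbfa2t3 (3 each) and Arid1a (2), and GFI1B by Cbfa2t3, Rbpms and Gse1 (5 each), Pik3r1 and the kinase gene Pim1 (4 each).

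**Figure D3:**
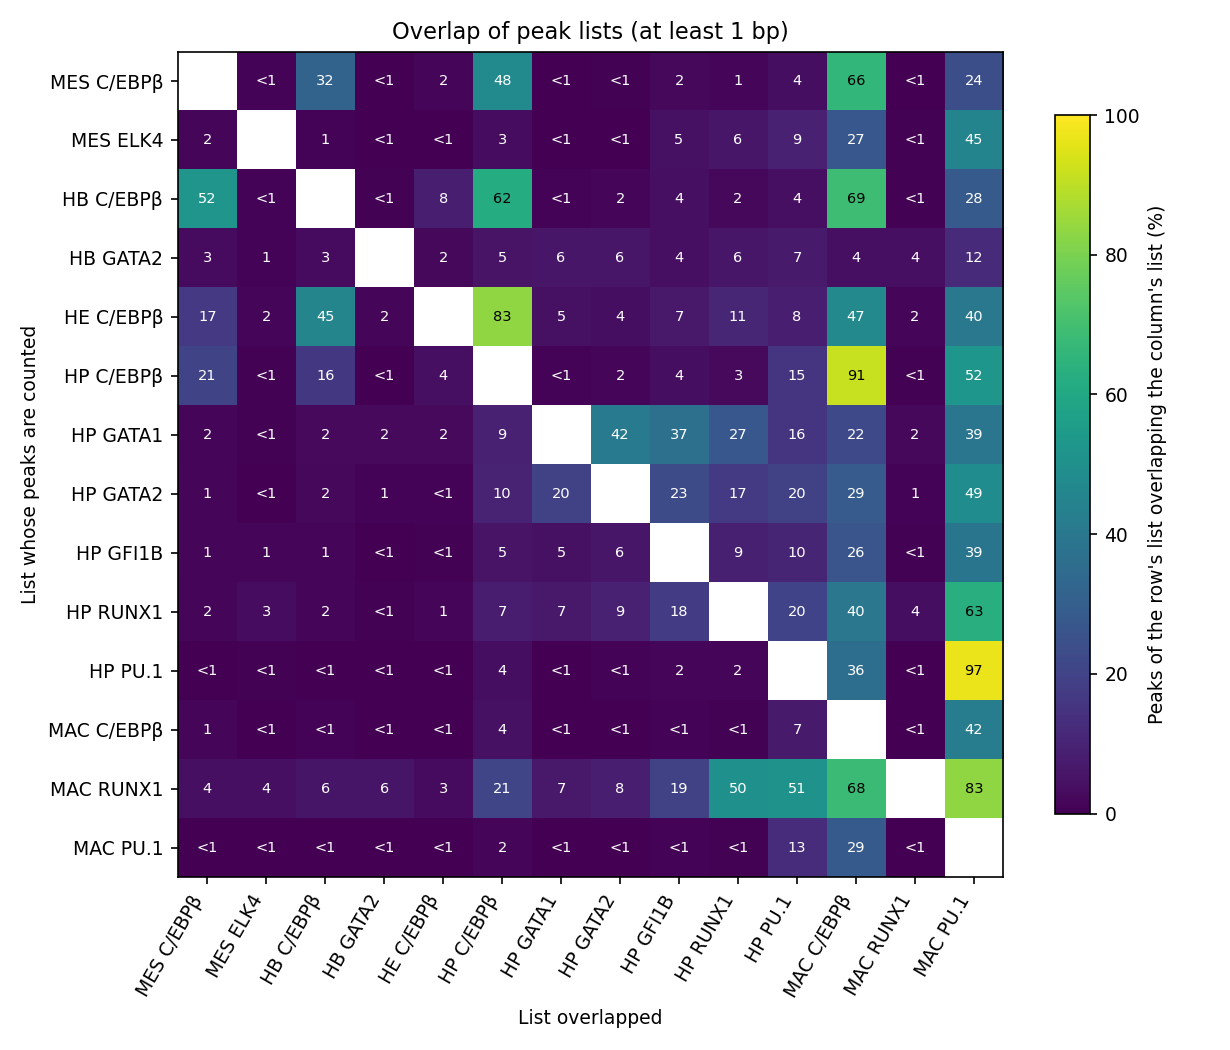
Percentage of the peaks of each list (rows) that overlapped each other list (columns) by at least 1 bp, for the 14 lists. GATA1 in HP overlapped GATA2 in HP at 41.6% of its peaks, and PU.1 in HP overlapped PU.1 in MAC at 97.0%.

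Regions with 4 or more HP factors were more frequent than random placement gave. Among 15924 merged HP regions, 1204 held at least 2 of the 6 factors, 213 at least 3, 65 at least 4, 15 at least 5 and 4 all 6. In 1000 draws from these regions the means were 4114, 576, 35.4 and 0.91 at 2 to 5 factors (permutation p = 0.002 for each, the smallest that 1000 draws can give). Every observed HP region holds a factor while draws leave some of them empty, so this pool raises the drawn overlap, and the deficit at 2 and 3 factors follows from its construction. In draws from all 117293 merged regions, most of which no HP list held, the means were 705, 12.5 and 0.108 at 2, 3 and 4 factors and 0 at 5 and 6. The log2 ratio at 2 or more factors was thus −1.77 with the HP pool and 0.77 with all regions, so the counts at 2 and 3 factors depend on the pool. The 4 regions with all 6 factors, chosen after their values were seen, were an intergenic region nearest Axin2 (chromosome 11, 109011638 to 109012117), one nearest Esp38 (17, 39848363 to 39848980), one nearest Rpp21 (17, 36231208 to 36231622), which all 14 lists held, and one at −33508 bp from the start site of Gfi1, within an intron of Evi5 (5, 107759011 to 107759614). Regions with 5 factors, also chosen after their values were seen, lay in introns of Runx1 (16, 92821606 to 92822625) and of the signalling gene Vav1 (17, 57290053 to 57290688), both without C/EBPβ. Others lay near the granulocyte factor gene Cebpe (14, 54705792 to 54706305) without PU.1, and −79 bp from the start site of the erythroid factor gene Nfe2 (15, 103258188 to 103258776) without GFI1B. The remaining 7 of these 11 regions lay in introns of Ahi1, Mdga1, Micall2 and Pigl or nearest Ap1m1, Mylk3 and Polr2e. The Axin2, Esp38 and Rpp21 regions lay in 10, 11 and 14 of the 14 lists, the short HE C/EBPβ list among them. The Gfi1 region lay in 11 of the 14, all but ELK4 in MES, C/EBPβ in HE and C/EBPβ in MAC. An intron of Tal1 (4, 115056110 to 115057226) lay in 9. Recovery of such regions with any antibody was not separated from joint binding. Regions were placed against protein-coding transcripts alone, so those called intergenic may hold other genes.

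**Figure D4:**
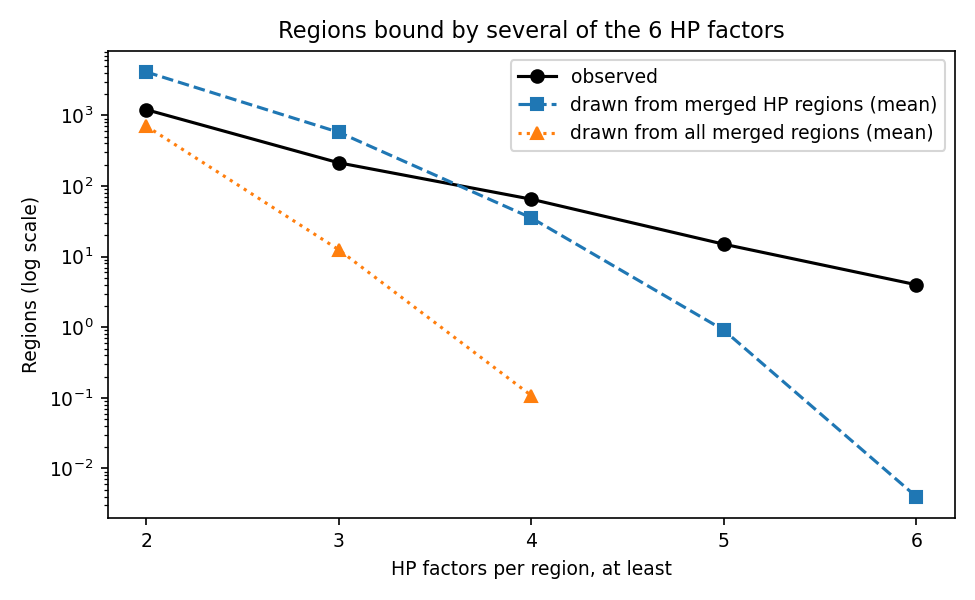
Number of merged HP regions that held at least 2 to 6 of the 6 HP factors (log axis), observed and as the mean of 1000 draws from HP regions or from all merged regions, where means of 0 in the latter pool at 5 and 6 are not drawn. The observed count lies above both kinds of draws at 5 (15 against 0.91 with HP regions), while at 2 it lies below the HP draws (1204 against 4114), whose pool raises the drawn overlap, and above the other draws (705).

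**Figure D5:**
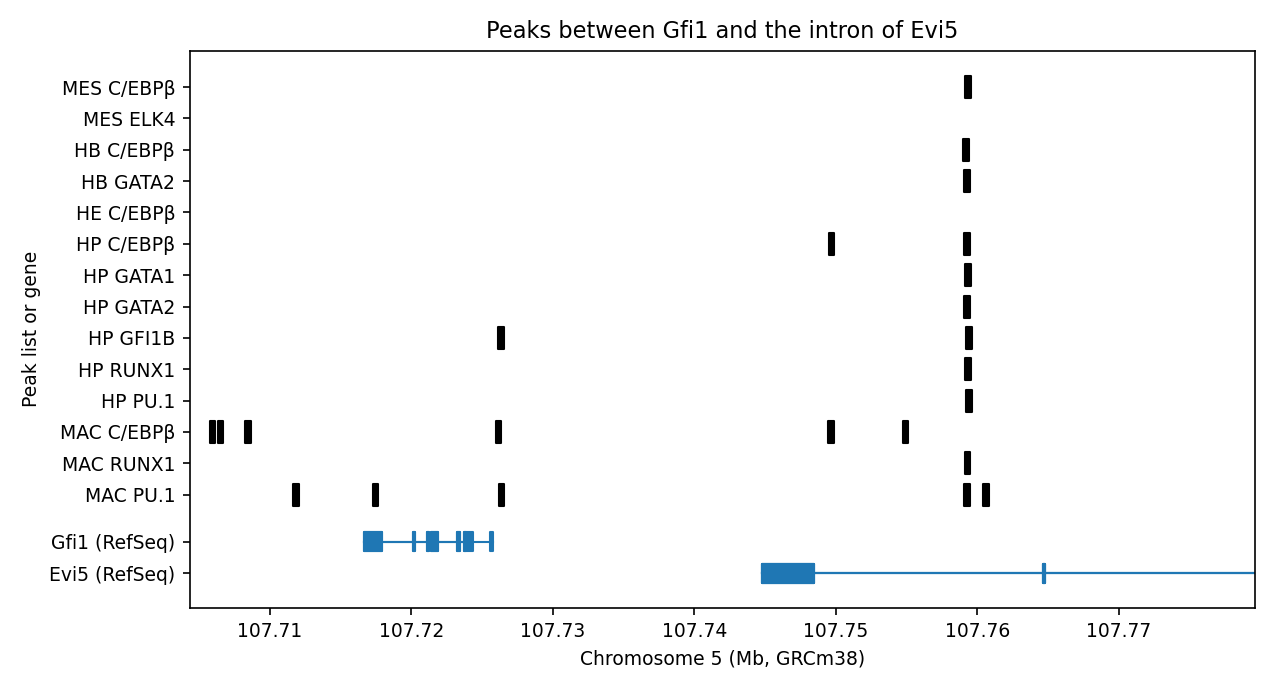
Peaks of the 14 lists around Gfi1 on chromosome 5 (mm10), with the RefSeq models of Gfi1 and Evi5 drawn to scale. The region from 107759011 to 107759614 holds peaks of 11 lists, among them all 6 HP lists.

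In macrophages C/EBPβ and PU.1 were found together at 23606 regions. PU.1 overlapped 42.5% of C/EBPβ peaks, and these 23553 peaks compared with 1467 after circular shifts of the lists (log2 ratio 4.00, permutation adjusted p = 0.00209). Nearly all pairs of lists passed against shifts, so this cannot tell joint binding from a shared preference for the same regions. Among regions held by other lists the log2 odds ratio was 0.37 (Fisher adjusted p = 2.36e-12). That value was 0.061 with a 200 bp overlap (Fisher adjusted p = 0.229), −0.35 in the earlier entries (Fisher adjusted p = 2.18e-06), −3.21 with regions in at least 2 lists and −4.84 over all merged regions. Both of these last universes lower the odds of this pair by construction, since few of their regions lie outside these 2 long lists. The regions held by other lists come largely from PU.1 and C/EBPβ in HP. Of those peaks, 97.0% and 91.4% overlapped the MAC list of the same factor, which can lower the odds as well. How far this accounts for the negative value in the earlier entries was not tested. RUNX1 joined both at 46 regions. The consensus of AP-1, the Fos and Jun dimer, lay in 23.3% of MAC C/EBPβ peaks against 11.4% of flanks (1.24), and the PU.1 consensus in 8.03% against 1.82%. MAC PU.1 peaks held their own consensus in 24.4% of cases against 1.96% (4.02) and the composite of ETS factors and interferon regulatory factors in 8.01% against 3.94%. MAC RUNX1 peaks held the RUNX consensus in 47.2% against 10.1% (2.95, Fisher adjusted p = 6.21e-08).

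The study linked factors in a network wherever one bound the locus of another, and 16 such loci were examined here. This gene list was chosen by the study and is not independent evidence. Gfi1 had a peak in 12 of the 14 lists, Runx1 in 11 and Tal1 in 9, then Spi1, the gene of PU.1, and Meis1 in 6, and Esrrb, Fli1, Gfi1b and Lmo2 in 5. Cebpb had one in 4 lists and Gata2 in 3, which were GFI1B in HP and both C/EBPβ and PU.1 in MAC. Elk4, Gata1 and Sox2 had peaks in 2 lists, both of MAC, Nanog in 1 and Pou5f1 in none. Runx1 carried 9 PU.1 peaks in HP and 82 in MAC, Spi1 13 PU.1 peaks in MAC, and Cebpb 20 C/EBPβ and 34 PU.1 peaks in MAC. The list passed the permutation test for C/EBPβ in MES (5 of 16, adjusted p = 0.0227), HB (4, 0.0286) and HP (9), for GFI1B (7, 0.00942) and GATA1 in HP (4; Gfi1, Lmo2, Runx1, Tal1) and for RUNX1 in MAC (2, 0.0260). Without regions present in at least 6 lists the calls ended for GATA1 (0.859), RUNX1 in MAC (0.312), and C/EBPβ in HB (0.654) and MES (0.461). Within 2 kb of start sites they ended for C/EBPβ in MES (permutation adjusted p = 1), HB (0.803) and HP (0.208), for GATA1 (0.332) and for RUNX1 in MAC (0.189). The MES call also ended within 100 kb (permutation adjusted p = 0.0624) and in the earlier entries (0.138), with log2 ratios of 1.77 and 1.79 close to the 1.81 with all peaks, and the GFI1B call held under each of these. The log2 ratios of the lost calls were 1.05 to 1.72 within 2 kb, against 1.81 to 2.66 with all peaks, and 1.12 to 1.46 without the shared regions.

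At 27 regulatory elements named in the field, 22 had at least 1 peak within 2 kb. PU.1 lay at 12 in HP and 20 in MAC, and C/EBPβ at 6 and 15. Offsets were taken from every start site of a gene, so the Lmo2 elements at −25 and −12 kb share peaks, and counted once they leave 12 and 19 for PU.1 and 5 and 14 for C/EBPβ. The Spi1 element at −14 kb held C/EBPβ, RUNX1 and PU.1 in HP (chromosome 2, 91082860 to 91083285). The Lyl1 promoter held GATA1, GATA2, GFI1B, RUNX1 and PU.1 in HP, the Hhex element at +1.5 kb GATA1, GATA2 and GFI1B, the Zfpm1 element at +2.7 kb GATA1, GATA2 and PU.1, and the Runx1 element at +23 kb C/EBPβ, GATA2, RUNX1 and PU.1. The Runx1 element at +110 kb held C/EBPβ in MES, HB and HP. GATA2 in HB lay at 3 elements, the Gata2 element at −77 kb (6, 88116796 to 88117195) and the Tal1 elements at +19 and +40 kb. The Tal1 element at +40 kb also held GATA1, GATA2, RUNX1 and PU.1 in HP. The Csf1r intronic enhancer at +3 kb held PU.1 in HP (18, 61108523 to 61108922), and the Fos promoter held ELK4 in MES and GFI1B, RUNX1 and PU.1 in HP. No peak lay at Fli1 −15, Gfi1b +13 and +16 or Gata1 −3.5. An element of Gfi1 had been placed at +35 kb, downstream of the gene, and held no peak, while the region of Gfi1 found in 11 lists lies upstream, so this element says nothing about that region.

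Across all lists, 48 of 322 pairs of a gene list and a peak list lay above matched random lists and 11 below, with 25 above within 2 kb of start sites and 80 in the binomial test of peaks. All 11 below were olfactory receptors, a comparison list for a tissue not studied, with 18 of 1107 members bound by PU.1 in HP where 218 were expected and 102 in MAC where 751 were expected. The binomial test ended this call for ELK4 in MES (adjusted p = 0.0593), C/EBPβ in HB (1), GATA2 (0.150) and GATA1 in HP (0.216), and the last also ended within 2 kb (permutation adjusted p = 0.247) and in the earlier entries (0.0681), with log2 ratios of −2.99 and −3.42 against −4.26. In the binomial test the log2 ratios of these lists were −2.29, −0.21, −1.57 and −2.91. Lymphoid, cardiac and smooth muscle, pluripotency, proteasome and neuronal genes passed with no peak list, and the smallest permutation adjusted p among them was 0.0572, for proteasome genes with PU.1 in MAC (28 of 30). In MAC, lysosome genes had a C/EBPβ peak in 23 of 24 cases, all but Mcoln1 (15.8 expected, permutation adjusted p = 0.0117), and a PU.1 peak in 24 (adjusted p = 0.0105). Immediate early genes had both in 28 of 28 (permutation adjusted p = 0.00379 for C/EBPβ and 0.0129 for PU.1). Stress genes had both in 24 of 24 (0.0197 for PU.1), ribosomal protein genes C/EBPβ in 41 of 49 (27.2 expected) and PU.1 in 42 (permutation adjusted p = 0.0426), and actin genes C/EBPβ in 25 of 26 (0.00805). Respiratory chain genes had PU.1 in 32 of 35 (permutation adjusted p = 0.0164) and mesoderm genes in 26 of 26 (20.2 expected, adjusted p = 0.0206). Several of these MAC calls were lost. For PU.1, the respiratory chain call ended within 2 kb (permutation adjusted p = 0.0628), against unmatched lists (0.115), in the binomial test (0.0983) and in the earlier entries (0.574), and the mesoderm call within 2 kb (1) and in the binomial test (0.0616). The ribosomal PU.1 call ended against unmatched lists (permutation adjusted p = 0.359) and in the earlier entries (0.0681), the stress PU.1 call in the earlier entries (0.404), and the actin C/EBPβ call within 2 kb (0.361). Of these, the log2 ratio rose for the respiratory chain list within 2 kb (0.57 against 0.42), for the ribosomal list in the earlier entries (0.44 against 0.33) and for the actin list (0.59 against 0.48). It was lower for the respiratory chain in the other 3 settings (0.28, 0.29 and 0.30), for mesoderm genes (0.26 and 0.29 against 0.36), for the ribosomal list against unmatched lists (0.19) and for stress genes (0.35 against 0.39). In the binomial test of peaks the log2 ratio of stress genes turned to −0.36 for PU.1 (adjusted p = 0.00453) and −0.023 for C/EBPβ (adjusted p = 1). RUNX1 in MAC lay at Fos, Fosb and Zfp36, 3 of 28 immediate early genes against 0.0965 expected (permutation adjusted p = 0.00379), a ratio that turned within 2 kb of start sites (log2 −0.071). The GATA consensus lay in 64.0% of HP GATA1 peaks against 15.6% of flanks (3.25, Fisher adjusted p = 1.03e-36), the GFI1 consensus in 10.2% of GFI1B peaks against 0.860% (3.68, adjusted p = 1.43e-59), and GATA in 31.8% of GFI1B peaks against 20.6% (0.84). RUNX1 peaks in HP held RUNX in 26.2% against 11.6% (1.44, Fisher adjusted p = 1.24e-20) and the ELK consensus in 8.19% against 0.240%, and HP PU.1 peaks held PU.1 in 42.1% against 1.91% (5.22). Of 266 such motif tests, 109 were higher and 17 lower in peaks.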

Values the study reported

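The study reported 32 ChIP-seq experiments on 16 transcription factors, from embryonic stem cells to macrophages. In HP it found the Gfi1, Gfi1b and Runx1 loci bound by all 10 factors tested. Cebpb was bound there by each of them except RUNX1 and Tal1 by each except GFI1B, while C/EBPβ, GATA1 and GFI1B were among the factors at Gata2. It also reported 15,443 DNaseI hypersensitive sites found in macrophages alone and 4,732 found in hemogenic endothelium alone.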

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

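All 3 differences below were tested only after the results were seen. The change in promoter share from HP to MAC was compared between the 3 factors mapped at both stages, and each pair of factors differed, which is why these values stand here. The share of C/EBPβ peaks at promoters fell more than that of PU.1, with a difference in log2 odds of −1.03 (Wald chi-square test, adjusted p = 1.45e-43). The RUNX1 share fell more than that of C/EBPβ (C/EBPβ minus RUNX1, 1.07, Wald chi-square test, adjusted p = 0.00776) and of PU.1 (PU.1 minus RUNX1, 2.10, Wald chi-square test, adjusted p = 2.15e-07). The MAC RUNX1 list held 72 peaks, 19 of them (26.4%) at promoters, and this share was 41.7% in the earlier entries and 43.1% with the start sites of every annotated gene. In the earlier entries the C/EBPβ and RUNX1 changes no longer differed past the threshold (0.19, Wald chi-square test, adjusted p = 0.711), and the difference between PU.1 and RUNX1 was 1.35 (Wald chi-square test, adjusted p = 0.0123). Each value rests on 1 list per factor and stage. The authors' limit for calling peaks was looser in MAC than in HP for C/EBPβ and RUNX1 and stricter for PU.1. The paper also lists no qPCR enrichment for RUNX1 in MAC. A difference in peak calling can therefore not be told apart from a change in placement.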

How the results depend on the processing

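The alternatives that use the earlier entries of each list (the first of 2 equal parts in file order), leave out tRNA gene peaks or leave out the HE C/EBPβ and HB GATA2 lists were chosen after seeing the data. Over the 76 values that answer a comparison, 428 of 464 alternative values kept direction and side of the threshold, or the value itself for counts and shares, and over 91 other values (gene lists, promoter shares, overlap shares and differences between factors) 497 of 616 did, with 61 no longer past the threshold, 54 moved and 4 reversed. Where the others changed, the cause was not tested unless stated. With a 200 bp overlap, the log2 odds were 0.061 for C/EBPβ with PU.1 in MAC (0.37 in the report), 0.18 for promoters at kept HP PU.1 sites and −1.08 at kept HP RUNX1 sites. With 1000 bp windows, 1 pair of lists lay below chance (4 in the report), 5.36% of MAC C/EBPβ sites had an earlier list, and promoters at MAC PU.1 sites shared with HP gave 0.21. Over all merged regions, 20 pairs lay below chance and C/EBPβ with PU.1 in MAC gave −4.84, a negative value by construction since these 2 lists make up most of that universe, and with circular shifts 0 pairs lay below. With regions in at least 2 lists, 42 pairs lay above chance (77 in the report) and 27 below, with −0.55 for RUNX1 and −1.45 for C/EBPβ with PU.1 in HP and −3.21 for C/EBPβ with PU.1 in MAC. That choice lowers the odds by construction, and circular shifts gave log2 ratios of 5.53, 5.28 and 4.00 for the same pairs. Nearly all pairs of lists lay above shifts, which keep no shared preference for promoters or other regions. With promoter regions, which leave fewer regions, 50 pairs lay above and 0 below. Start sites of every gene gave promoter log2 odds of 0.26 for C/EBPβ in HP over MES and −0.88 in MAC over HE. The earlier entries gave −0.35 for C/EBPβ with PU.1 in MAC, −0.48 and −0.54 for C/EBPβ promoters in HP over MES and over HB, 0.38 for promoters and −0.15 for the motif at kept HP PU.1 sites, 0.17 for promoters and 1.82 for PU.1 at kept HP RUNX1 sites, 1.62 for HP C/EBPβ at kept HP PU.1 sites, and 1.39 for the C/EBP motif in HE. Without tRNA gene peaks, kept HP C/EBPβ sites gave 0.50 for promoters and 0.93 for PU.1, and the C/EBP motif in HE 2.61. With all regions as the pool, HP regions with at least 2 factors gave a log2 ratio of 0.77 (−1.77 in the HP pool, which raises the drawn overlap by construction). Peaks within 2 kb of start sites, which leave fewer peaks, gave 25 gene list pairs above random lists (48 in the report), −0.43 for endothelial genes with GATA2 in HP and −0.071 for immediate early genes with RUNX1 in MAC. The binomial test gave 80 pairs above, with −0.023 and −0.36 for stress genes with C/EBPβ and PU.1 in MAC. The C/EBP motif in HE gave 1.46 against GC-matched windows and 1.26 against the reversed consensus, and the GATA motif in HB GATA2 −2.10 in 200 bp windows. A stricter peak score was not run because the files hold no score, and using intervals as deposited changes nothing because all were already 400 bp. No paired analysis was possible because each factor and stage had 1 list. Peak lists without depth limit every comparison of list length, and HE C/EBPβ (132 peaks), HB GATA2 (97) and MAC RUNX1 (72) give wide intervals.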

Other observations

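The tests of C/EBP matches at tRNA genes, of tRNA genes in the other HP lists, of gene density on chromosome 8 and of GATA matches in HB GATA2 were chosen only after the result was seen. Several lists carried sites of factors other than their own. Such matches, here and in the report, were set against flanks alone. GC-matched windows were used for each list's own motif only, so base composition was not controlled. HP RUNX1 windows held 60.3% GC. RUNX1 in HP, at promoters for the most part, held the SP/KLF consensus of GC-rich promoters in 25.9% of peaks against 1.50% of flanks (log2 odds ratio 4.50, Fisher adjusted p = 1.09e-87), and the YY1 consensus in 4.91% against 0.419% (3.53, Fisher adjusted p = 4.34e-14). RUNX1 in MAC held the ETS and IRF composite in 12.5% of peaks against 0 of 119 flanking windows (5.16, Fisher adjusted p = 0.000323) and the PU.1 consensus in 11.1% against 1.68% (2.63, Fisher adjusted p = 0.0154). GFI1B in HP held RUNX in 15.8% against 10.2% (0.72, Fisher adjusted p = 8.77e-09), and GATA2 in HP held PU.1 in 7.17% against 1.53% (2.28, Fisher adjusted p = 2.80e-07) and CTCF in 3.96% against 0.546% (2.80, Fisher adjusted p = 1.54e-05). C/EBPβ in HP held PU.1 in 6.96% against 1.77% (2.05, Fisher adjusted p = 5.84e-28), and AP-1 in 15.2% against 10.9% (0.56, Fisher adjusted p = 2.86e-07). In both long MAC lists GATA sites were rarer in peaks than in flanks (17.5% against 21.6% for C/EBPβ, log2 odds ratio −0.38, and −0.35 for PU.1, Fisher adjusted p = 7.55e-83 and 6.46e-105).

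At the network loci in HP, 6 of 6 lists held a peak at Gfi1 and at Runx1, 3 of 6 at Gfi1b, 4 of 6 at Tal1, 2 of 6 at Cebpb and 1 of 6, GFI1B, at Gata2. The shares of lists at Gfi1b, Tal1, Cebpb and Gata2 are lower than those quoted from the study above. The added factors of the study do not account for this. It also reported binding by factors whose HP lists held no peak here, such as GATA1 at Gfi1b, Cebpb and Gata2 and RUNX1 at Tal1. Assignment to the nearest start site as here leaves out some distal peaks. RUNX1 in HP and GATA2 in HB lay at the Tal1 element at +40 kb but were not counted at Tal1. Likewise GATA2 in HB, at the Gata2 element at −77 kb, was not counted at Gata2. How far this accounts for the other loci was not tested. Matches of a factor's own consensus were more frequent in the first of 2 equal parts of a list than in the second for C/EBPβ in MES (74.5% against 48.2%), HB (74.5% against 43.9%), HP (67.5% against 60.5%) and MAC (46.2% against 37.5%), and for PU.1 in HP (46.9% against 37.3%) and MAC (28.5% against 20.3%). What the order of the entries stands for is not given in the sources used here. Hprt, the gene with most HB GATA2 peaks (5, chromosome X, 52960399 to 53003123), had 3 peaks each in C/EBPβ of MES, HP and MAC and in PU.1 of MAC.

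C/EBPβ peaks at tRNA genes made up 81.1% of the HE list, and 93 of these 107 peaks also lay in the HP list. C/EBP sites at tRNA genes are argued against as the source, since 20.8% of the 371 tRNA gene peaks of MES, HB, HE and HP held a match (16.9 to 25.2%) against 65.0% of the other 4369, and so is recovery of tRNA genes by any antibody in HP, by their share of 0.0951% in the other 5 HP lists (14 of 14718, 0.0567 to 0.160%). Many of the 371 peaks were the same site in several lists, so the interval around 20.8% is too narrow. By list, 15 of 68 held a match in HB, 21 of 107 in HE and 36 of 187 in HP, but 5 of 9 in MES. A stricter limit that left only the strongest C/EBPβ sites in HE stays open: of the sites without a tRNA gene that the other stages shared, the HE list held 4.22% (13 of 308, 2.48 to 7.09%), but with 25 such peaks in all it is too short to have held many more. The authors' limit was strictest for HE among the C/EBPβ lists, while tRNA genes did not lead the HP list, where 7 of the first 132 entries lay at them, though what that order stands for is not given. A property of the C/EBPβ immunoprecipitation that shows most where specific signal is low, as it may be with carrier material and few cells, and a real change of C/EBPβ binding in HE both stay open as untested hypotheses, because the carrier step goes with the HE stage.

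Chromosome 8 held 7.88% of the 20079 peaks before MAC (7.52 to 8.26%) against 5.97% in the MAC lists (5.84 to 6.09%), a ratio of 1.32 (1.25 to 1.39). Gene density is argued against, since 4.83% of protein-coding genes lie there, and so are a few local clusters, since the ratio without the 3 fullest 5 Mb bins was 1.27 (1.19 to 1.35). Additional copies of chromosome 8 in the cells before MAC may be a candidate explanation that these lists leave undecided: the lowest ratio over its 3 equal parts, promoter and distal peaks apart, was 1.17 with an interval that includes 1 (0.975 to 1.40), while 5 of the 6 intervals lay above 1. The HE list (2.27%, 0.776 to 6.47%) does not decide this, since its interval includes the MAC share. Most HE peaks also lay at tRNA genes. The MAC RUNX1 list (12.5%, 9 peaks) does not decide it either, as macrophages came from the same cell line. For that reason copies present in the whole line should be found in macrophages too, so the ratio to MAC speaks against them. Peaks were also called against the input of the same stage, which holds the same copies. Copy number itself was not measured. In 7 of the 11 lists before MAC, chromosome 8 was the chromosome most above the MAC lists. Lists of the same HP cells ranged from 6.55% for C/EBPβ to 14.4% for GATA1, so the cells alone do not set these shares. The MAC share of 5.97% also exceeded the 4.83% of genes, so an excess was not confined to stages before MAC. No biological explanation by stage was tested, since each stage has its own lists and limits.

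GATA2 in HB stood apart from GATA2 in HP, with 82.5% of its peaks in no other list. Binding at GATA consensus sites is argued against for the list as a whole, since 15.5% of its peaks held a match (9.60 to 24.0%), below the 28.1% of its flanks and the 57.9% of HP GATA2. Repeat sequence is not excluded. The soft-masked share of its windows was 15.1% (12.2 to 18.1%), above the 11.4% of HB C/EBPβ and the 9.79% of HP GATA2. It was the highest of the 14 lists, near the 14.6% of MAC PU.1. The excess lay within the 10 percentage points set as the limit, a margin too wide to exclude a smaller part for repeats. Peaks called with little specific signal, and a stage at which GATA2 binds without its consensus, both stay open and were not tested. The paper lists no qPCR enrichment for HB GATA2 and states that such samples were sequenced all the same. That also holds for other lists, among them C/EBPβ in MES and HB, whose peaks held their own consensus far more often than flanks. The peaks at the Tal1 and Gata2 elements named in the report belong to the same list.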
